A study of Mus musculus with 4 samples. Its data were reported in "Thymic iNKT single cell analyses unmask the common developmental program of mouse innate T cells" (2020).

How the data were processed

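Invariant natural killer T (iNKT) cells are T cells of the thymus and periphery that carry a nearly fixed T cell receptor for lipids presented by CD1d. Thymic cells that bound a CD1d tetramer loaded with the lipid PBS57 were sorted from untreated C57BL/6 mice and from mice lacking Hivep3 (Hivep3-/-), all between 8 and 9 weeks old. The sort put together equal numbers of CD44low and CD44high cells, so it set part of every share of cells given here; CD44 rises as iNKT cells mature. Each of the 4 libraries came from 1 mouse, with 2 mice per genotype, and was made with droplet 5' chemistry (10x Genomics) and sequenced on an Illumina instrument. The groups and the replicate numbers were taken from the sample labels.

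The deposited values were raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, which the authors made with Cell Ranger 3.1.0 on the mouse mm10 transcriptome, with no normalization. The matrices held barcodes already called as cells, 8374 and 4243 in C57BL/6 replicates 1 and 2, and 5019 and 4643 in Hivep3-/- replicates 1 and 2. A UMI count of a gene taken at the 5' end does not tell which exons of a transcript were present. Counting error shrinks with depth, and the sums per library and class behind the gene tests ranged from 684318 to 19115589 UMIs. Gene positions came from the GENCODE vM21 annotation of GRCm38, the same assembly as mm10, in which 31011 of the 31053 gene identifiers of the matrices were found (99.9%).

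Cells were kept with at least 500 genes, fewer than 4100 genes, at least 1000 UMIs and less than 6% mitochondrial UMIs, the thresholds given in the methods of the study. This left 7231 and 3651 cells in the C57BL/6 libraries and 4598 and 4167 in the Hivep3-/- libraries. Doublets were scored per library with Scrublet in scanpy 1.11.5 on Python 3.11.15, but its automatic threshold marked only 1, 4, 1 and 3 cells of the 4 libraries, so it had not worked and no doublet was removed in the main results. As an alternative chosen after seeing the data, the 5% of cells with the highest scores in each library were removed (362, 183, 230 and 208 cells).

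Clustering was done in R 4.3.3 with Seurat 5.3.0, after the scheme of the study. Counts were log-normalized, 2000 variable genes were ranked over the libraries, 30 principal components were taken with equal weight per library (irlba 2.3.5.1), and libraries were merged with a mutual nearest neighbour correction over 20 neighbours (RANN 2.6.2), written anew after the published fastMNN algorithm. Louvain clusters were taken at resolution 0.8. Hivep3, 26 genes that the study names as differing between genotypes, 6 genes of sex (Xist, Tsix, Ddx3y, Eif2s3y, Kdm5d and Uty) and all T cell receptor V, D and J segments were left out of the variable genes. Clusters were named "-like" from marker lists fixed before the data were examined, as were the tests, the alternatives first listed and the rule for named genes. A name was taken from the class with most markers, at least 3, among the 20 genes of highest fold in the cluster, and otherwise from the highest mean marker level, and it was dropped where markers of another class outnumbered its own among the top 10 genes. This scoring was set after the data were seen, so the shares of the clusters it left unnamed are given. The names were rebuilt here, so a difference from the study may come from them.

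Cells are not replicates. Counts were therefore summed per library over the cells of a class, and genotypes were compared with edgeR 4.0.16, by its two-sided quasi-likelihood test after filterByExpr and TMM scaling, with Benjamini-Hochberg adjustment over all genes tested in that class. Genes with an adjusted p under 0.05 were called. Log2 differences are Hivep3-/- over C57BL/6, with the standard error (SE) from the fit. Levels are UMIs per 1e+06 UMIs of the library's cells in that class (CPM), on TMM-scaled library sizes except for Hivep3, whose levels by class are on unscaled sums. The genotype difference in stage 0-like cells was set against that in iNKT1-like cells by the interaction term of a model over both classes with library as a block. Hivep3 in stage 0-like cells was compared with the mean of the other 4 iNKT classes within the C57BL/6 libraries, with mouse as a block; the double positive thymocyte-like and B cell-like classes held too few UMIs and were added only as an alternative. Shares of cells were compared with a two-sided exact permutation test of the library values, which with 2 libraries against 2 cannot give a p below 0.333. Cell cycle phases came from Seurat's scores on 43 S phase and 54 G2/M phase genes after every cell was thinned to 2000 UMIs.

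The genes named are Hivep3, the 26 genes of the study, the 5 largest rises and 5 largest falls per class among called genes with a mean of at least 20 CPM and no overlap between the libraries of the genotypes, the 5 interaction genes of smallest p (1 of them is not reported here), and genes of sex and proliferation. Genes of the third part that were clustering features and lead a cluster of the same class (Cldn10, 2600014E21Rik, Gzmc, Itga4 and Tyrobp) are not given as results. Reads of the Klra and Klrb families, Hspa1b, Bcl2a1b and Bcl2a1d can be shared with near-identical genes, and their values are uncertain for that reason.

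The alternatives tried were RLE scaling, DESeq2 1.42.0, no low-count filter, the mouse number as a block, X and Y genes left out, each library left out in turn, resolutions 0.4 and 1.2, no correction between libraries, mitochondrial UMIs up to 10% with no upper limit on genes, clustering without the called genes, an edgeR test on cell numbers, and other thinning depths. With 1 library left out, the lone library of its genotype was assumed to vary like the others.

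The gene tests were tested on simulated data, with counts drawn from the means, dispersions and sizes of the real sums and 200 genes changed by 2 or 4 times. In the stage 0-like simulation over 8697 genes, 68.7% of the changed genes were recovered and 13.9% of calls were false. The recovered share was 76.4% in the cycling-like simulation over 10319 genes, 72.0% in iNKT2-like over 9581, 65.0% in iNKT17-like over 7592, 76.9% in iNKT1-like over 10668 and 50.0% for the interaction over 10721. The share of false calls was, in the same order, 13.1%, 5.26%, 9.22%, 4.97% and 13.8%. No changed gene was called in the wrong direction in these simulations.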

Results

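Single-cell transcripts of thymic iNKT cells were counted in 2 C57BL/6 and 2 Hivep3-/- mice, 1 library per mouse. HIVEP3 is a zinc finger protein, and the comparison asks how iNKT cell development and gene expression differ where its gene is disrupted. The 4 libraries held 48291764 and 31381738 UMIs in C57BL/6 replicates 1 and 2, and 40096012 and 35718171 in Hivep3-/- replicates 1 and 2. The C57BL/6 matrices held 12617 barcodes, of which 10882 passed the thresholds on genes, UMIs and mitochondrial share, and the Hivep3-/- matrices held 9662, of which 8765 passed. Kept cells were shallower in C57BL/6, with a median of 4596 and 5268 UMIs per cell in replicates 1 and 2 against 6833 and 6491 in Hivep3-/-. A mean of 1928 genes and 6482 UMIs was counted per C57BL/6 cell, and of 2274 genes and 7462 UMIs per Hivep3-/- cell. Xist, the transcript of the inactive X chromosome, had 14609 UMIs in C57BL/6 replicate 1 and 4, 25 and 3 in C57BL/6 replicate 2 and Hivep3-/- replicates 1 and 2. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 0 UMIs in C57BL/6 replicate 1 and 4120, 3568 and 4879 in the other libraries, so the libraries of C57BL/6 differed in sex-linked transcripts from each other.

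Hivep3 lies on chromosome 4 at 119733784 to 120138045 (mm10, plus strand). Its transcript was counted in every library, with 1735 and 929 UMIs in C57BL/6 replicates 1 and 2 and 3464 and 2122 UMIs in Hivep3-/- replicates 1 and 2. This was 38.5 and 36.4 CPM against 101 and 68.0 CPM. Which part of the gene is deleted is not given in the sources used here, and a count of 5' ends over the whole gene does not tell a deleted transcript from an intact one, so these counts do not check the genotype labels. Over all cells the log2 difference was 1.08 (SE 0.193, adjusted p 0.0743 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 per genotype), higher in both Hivep3-/- libraries but not called. The alternative that moved its adjusted p most was no low-count filter (2.95e-07, against a range of 2.95e-07 to 0.294 over the alternatives). Without Hivep3-/- replicate 2 the difference was 1.28 and was called.

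Clustering gave 16 clusters. Cluster 5 was stage 0-like, the name for the earliest precursors, and was led by Itm2a, Cldn10 and Cd24a. Clusters 6, 10, 11 and 13 were cycling-like, led by Mcm3, Ccnb2, Hist1h2ap and Mki67. Cluster 1 was iNKT2-like (Il6ra, Il17rb) and cluster 9 iNKT17-like (Serpinb1a, Pxdc1). Clusters 0, 2, 3, 7 and 14 were iNKT1-like, of which clusters 2 and 14 were late iNKT1-like (Ccl5, Gzma) and cluster 7 was led by interferon-response genes such as Ifit3. Clusters 12 and 15, of 144 and 21 cells, were double positive thymocyte-like and B cell-like. Cluster 4, led by Klra3, Izumo1r and Cxcr3, and cluster 8, led by Tnni1, Klrb1a and Htra3, had no name under the rule. Cluster 4 held 12.9% ± 3.69 of C57BL/6 and 6.42% ± 0.893 of Hivep3-/- cells, and cluster 8 held 1.81% ± 1.16 and 7.52% ± 2.09 (SD, n = 2), with an exact permutation p of 0.333 for each; without C57BL/6 replicate 2 the difference in cluster 4 was -3.90 in place of -6.51 percentage points. Together they made up 14.7% and 13.9% of cells. Clustered without the genes called below, 42.4% of the 879 cells of cluster 8 fell into the iNKT2-like cluster and 26.8% into a stage 0-like cluster; the genes left out include those 3 that lead it.

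By class, Hivep3 was highest in stage 0-like cells. In C57BL/6 it had 285 ± 44.9 CPM in stage 0-like cells, 36.3 ± 2.15 in cycling-like, 38.3 ± 5.03 in iNKT2-like, 13.7 ± 7.69 in iNKT17-like and 16.1 ± 1.11 in iNKT1-like cells (SD, n = 2). Stage 0-like cells exceeded the mean of the other 4 classes by 3.36 on the log2 scale (SE 0.109, adjusted p 6.25e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), by 3.19 in replicate 1 and by 3.60 in replicate 2. Clustering at resolution 1.2 moved this most, to 2.99. In Hivep3-/- the levels were 480 ± 227 CPM in stage 0-like, 96.5 ± 32.2 in cycling-like, 80.6 ± 38.2 in iNKT2-like, 9.92 ± 1.01 in iNKT17-like and 23.2 ± 5.24 in iNKT1-like cells. Within classes, the genotype difference of Hivep3 was called in cycling-like cells (1.24, SE 0.218, adjusted p 0.0204 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.99 and not called at resolution 1.2) and not in stage 0-like cells (0.61, SE 0.264, adjusted p 0.568), where replicate 2 of both genotypes had nearly the same level (317 and 320 CPM).

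**Figure D1:**
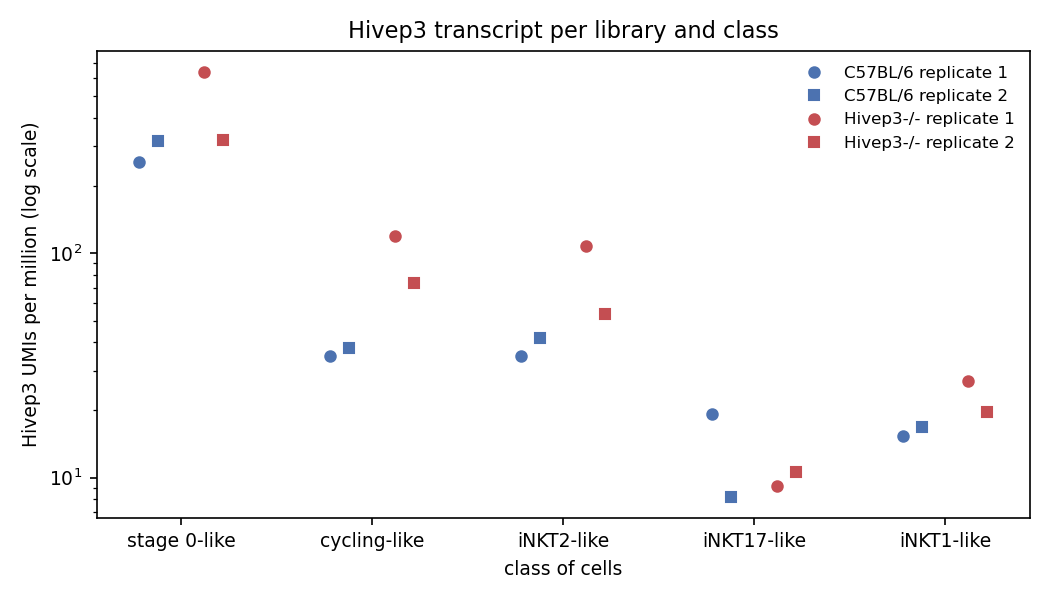
Hivep3 CPM (log scale) in each library, by class of cells; each point is 1 library, blue for C57BL/6 and red for Hivep3-/-. All 4 libraries were highest in stage 0-like cells, with 254 and 317 CPM in C57BL/6 and 641 and 320 CPM in Hivep3-/-.

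Shares of cells were compared next, to ask how the cells of each library were divided among the classes. Shares of a sorted sample do not tell whether cells of a class became more or fewer in the thymus. By flow cytometry the study found no significant difference between genotypes in the number of the earliest precursors. It reported fewer cells in Hivep3-/- at every later stage and in each mature subset. The sort fixed equal numbers of CD44low and CD44high cells, and with 2 libraries against 2 no exact permutation test can give a p below 0.333. Stage 0-like cells made up 3.87% ± 1.18 of C57BL/6 and 8.65% ± 1.01 of Hivep3-/- cells, and both Hivep3-/- libraries lay above both C57BL/6 libraries (exact permutation p 0.333). The difference of 4.78 percentage points moved most without C57BL/6 replicate 1 (5.61) or replicate 2 (3.95); clustered without the called genes the shares were 5.10% and 10.5%. Among stage 0-like, cycling-like and iNKT2-like cells, the stage 0-like share was 11.1% ± 0.258 against 33.9% ± 3.69 (exact permutation p 0.333; 13.6% and 31.1% without the called genes). Late iNKT1-like cells made up 15.7% ± 0.811 of iNKT1-like cells in C57BL/6 and 33.0% ± 3.57 in Hivep3-/- (exact permutation p 0.333), a difference of 17.3 percentage points that was 27.6 with no correction between libraries and 9.32 without the called genes (24.5% and 33.9%).

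Cycling-like cells made up 14.5% ± 3.84 of C57BL/6 and 7.33% ± 3.11 of Hivep3-/- cells (exact permutation p 0.333; 16.7% and 10.3% without the called genes), with both Hivep3-/- libraries below both C57BL/6 libraries. The difference of -7.16 percentage points was -4.45 without C57BL/6 replicate 1. For iNKT2-like cells the shares were 16.7% ± 6.40 and 9.88% ± 1.67 (exact permutation p 0.333), but without the called genes they were 15.5% and 13.3%, and the difference of -6.81 percentage points was -2.28 without C57BL/6 replicate 1 and -11.3 without C57BL/6 replicate 2. iNKT1-like cells made up 46.0% ± 9.51 and 56.7% ± 7.16 (exact permutation p 0.667; 57.9% and 62.5% without the called genes), a difference of 10.7 percentage points that was 3.98 without C57BL/6 replicate 1, 17.4 without C57BL/6 replicate 2 and 5.64 without Hivep3-/- replicate 1. iNKT17-like shares of 3.27% ± 0.289 and 3.0% ± 0.176 differed by less than the spread between replicates of C57BL/6 (exact permutation p 0.667; 3.07% and 2.88% without the called genes); the difference of -0.279 percentage points was -0.483 without C57BL/6 replicate 1, -0.0748 without C57BL/6 replicate 2 and -0.155 without Hivep3-/- replicate 1.

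**Figure D2:**
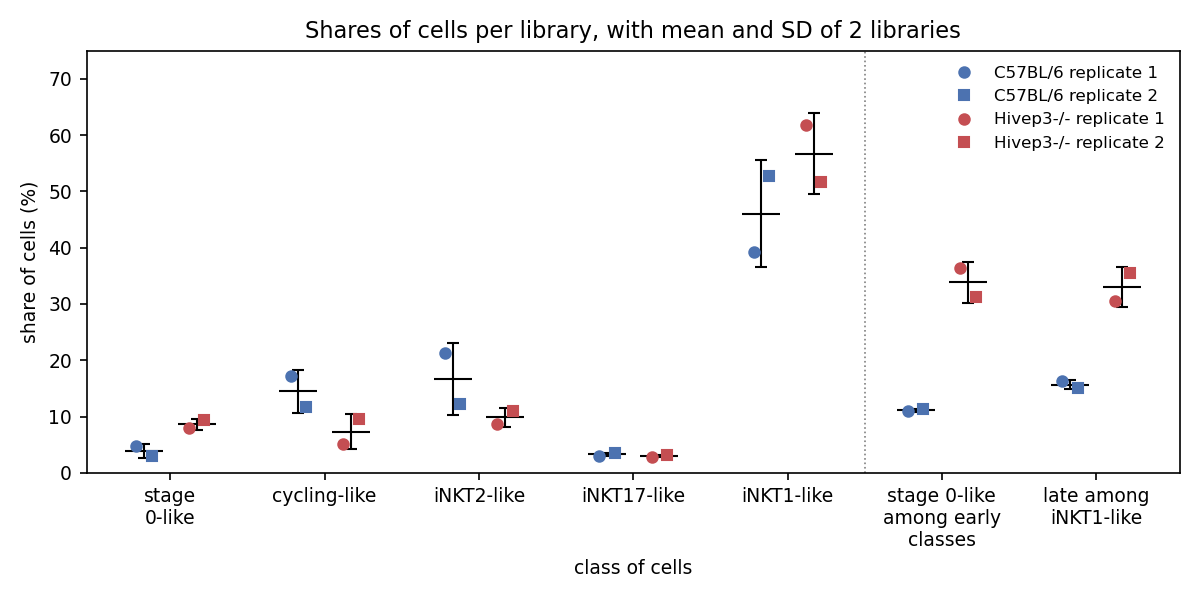
Share of cells (percent) per library for 5 classes, and, right of the dotted line, the stage 0-like share among the 3 early classes and the late share among iNKT1-like cells; symbols are libraries, horizontal lines means and bars SD of 2 libraries. The genotypes do not overlap for the stage 0-like, cycling-like, iNKT2-like, early and late shares, and they overlap for the iNKT17-like and iNKT1-like shares.

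The study reported a smaller share of cells in its proliferating clusters in Hivep3-/-, and backed this with Ki67 staining and BrdU uptake. The nearest measure here is the cycling-like share (14.5% in C57BL/6 and 7.33% in Hivep3-/-), which was lower as well. Phase calls over all cells are a different measure and do not test the report of the study. After thinning each cell to 2000 UMIs, which left out 593 C57BL/6 and 157 Hivep3-/- cells, 42.1% ± 5.82 of C57BL/6 and 37.4% ± 4.22 of Hivep3-/- cells were assigned to S or G2/M phase, and the libraries overlapped (exact permutation p 0.667). Without thinning the shares were 34.3% and 27.7%. Without C57BL/6 replicate 1 the difference of -4.70 percentage points was -0.591, without C57BL/6 replicate 2 it was -8.82, without Hivep3-/- replicate 1 it was -1.72 and without Hivep3-/- replicate 2 it was -7.69. How much free RNA enters these calls was not measured. In all, 31.3% of iNKT1-like, 31.7% of iNKT2-like and 63.4% of stage 0-like cells were assigned to these phases, against 92.9% of cycling-like cells, so no cycling is read from the phase calls alone. Of genes of proliferation, Mki67, Top2a and Ccnb2 differed by -0.68, -0.53 and -1.21 on the log2 scale over all cells. None was called, and the libraries overlapped for Top2a. Within cycling-like cells the differences were 0.36, 0.44 and -0.11, and the libraries overlapped for each.

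Genes were then compared between genotypes within each class. Of 8736 genes tested in stage 0-like cells, 19 were called, 3 higher and 16 lower in Hivep3-/-, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In cycling-like cells 453 of 10353 genes were called (232 higher), in iNKT2-like cells 49 of 9598 (15 higher), in iNKT17-like cells 5 of 7619 (3 higher) and in iNKT1-like cells 86 of 10653 (61 higher). Of the 11221 genes tested in at least 1 class, 521 were called in at least 1, of which 447 were called in 1 class only and 3 in 4 classes. These counts moved with the settings. The largest move, as a ratio, came without Hivep3-/- replicate 2 in stage 0-like (289) and iNKT17-like cells (102), at resolution 1.2 in cycling-like cells (81) and with no low-count filter in iNKT2-like (392) and iNKT1-like cells (473). In stage 0-like cells the split moved as well, though lower genes outnumbered higher ones under every alternative. It was 6 higher and 21 lower with DESeq2, 16 and 56 at resolution 1.2, and 97 and 100 with no low-count filter. With 1 library left out the split was nearer even than with all 4. In iNKT2-like cells it was 181 and 211 with no low-count filter and 81 and 99 without C57BL/6 replicate 2, and in iNKT1-like cells 254 and 219 with no low-count filter, 92 and 61 with DESeq2 and 91 and 86 without Hivep3-/- replicate 2, so the shares of rises and falls among called genes are not fixed. Without C57BL/6 replicate 1, C57BL/6 replicate 2, Hivep3-/- replicate 1 and Hivep3-/- replicate 2 in turn, stage 0-like cells gave 51, 48, 90 and 289 genes, iNKT2-like cells 78, 180, 9 and 9, and iNKT17-like cells 49, 77, 28 and 102. Cycling-like cells gave 278 genes without C57BL/6 replicate 1, and iNKT1-like cells 177 without Hivep3-/- replicate 2. The classes were made of the same clusters in both genotypes but not in the same proportions. Cluster 0 held 56.1% of iNKT1-like cells in C57BL/6 and 34.6% in Hivep3-/-, and cluster 2 held 15.6% and 31.1%. Of cycling-like cells, cluster 6 held 53.4% in C57BL/6 and 48.8% in Hivep3-/-, and cluster 10 held 28.4% and 16.6%. Cluster 11 held 16.1% and 25.8% of them, and cluster 13 held 2.09% and 8.85%. Of the cells of cluster 13, 37.4% were among the 5% with the highest doublet scores of their library.

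In stage 0-like cells Ubash3b and Crtam were higher in Hivep3-/-. Ubash3b (chromosome 9, 41011098 to 41161697) rose from 11.0 ± 2.30 to 73.1 ± 2.57 CPM (log2 2.66, SE 0.262, adjusted p 0.00171 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Crtam, which lies beside it at 40969691 to 41004628, rose from 28.9 ± 3.24 to 94.7 ± 3.76 CPM (1.74, SE 0.208, adjusted p 0.00592). At resolution 1.2 both were still called, but the log2 difference of Ubash3b was smaller (1.35) and that of Crtam larger (2.13). Among the genes that fell, Id2 went from 138 ± 27.2 to 25 ± 3.61 CPM (-2.44, SE 0.216, adjusted p 0.00123), Cd52, on chromosome 4 like Hivep3, from 655 ± 197 to 168 ± 20 CPM (-1.98, SE 0.212, adjusted p 0.00271) and Drosha from 101 ± 7.65 to 31.3 ± 1.33 CPM (-1.67, SE 0.193, adjusted p 0.00458). Adh1 had 109 UMIs in the 2 C57BL/6 libraries and 2 in the Hivep3-/- libraries, a ratio of 118 per UMI counted with a 95% interval of 32.0 to 989 that covers counting error only. Fcer1g fell by 1.92 on the log2 scale, and its call was lost at resolution 1.2 (-0.64) and with the other cell filter (-2.24). Of 7 markers of iNKT1-like cells tested in this class none was called and 5 were lower in Hivep3-/-, with a median over the 7 of -1.07.

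In cycling-like cells Ccr9, a chemokine receptor gene, fell from 220 ± 18 to 9.25 ± 4.5 CPM (-4.65, SE 0.279, adjusted p 0.000205 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Lmo4 from 649 ± 34.5 to 72.2 ± 18.8 CPM (-3.18, SE 0.187, adjusted p 0.000202) and Pdlim4 from 38.2 ± 5.75 to 2.83 ± 0.0430 CPM (-3.74, SE 0.262, adjusted p 0.000376). Il13 and Myo6 (log2 -3.90 and -3.54) lost their calls at resolution 1.2 (-2.97 and -2.67); Myo6 also lost it with DESeq2 (-3.36) and with no correction between libraries (-3.01). Tnni1 rose from 12.9 ± 2.77 to 186 ± 13.1 CPM (3.87, SE 0.191, adjusted p 0.000117), and Lat2 from 4.04 ± 0.0990 to 52.7 ± 10.3 CPM (3.69, SE 0.236, adjusted p 0.00025). Htra3 and Klrb1a rose by 4.21 and 3.96 on the log2 scale. Tnni1, Klrb1a and Htra3 are also the genes that lead cluster 8. Ccl5 rose by 3.62, with 551 CPM in Hivep3-/- replicate 1 against 140 CPM in replicate 2, and lost its call at resolutions 0.4 (1.90) and 1.2 (3.36) and with the highest doublet scores removed (4.22).

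In iNKT2-like cells Ccr9 fell from 107 ± 3.32 to 8.34 ± 1.27 CPM (-3.68, SE 0.184, adjusted p 0.000402 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Drosha from 235 ± 16.4 to 64.1 ± 8.21 CPM (-1.87, SE 0.146, adjusted p 0.00533). Plac8 fell by 2.42 on the log2 scale and lost its call with no correction between libraries (-2.57) and with the highest doublet scores removed (-2.29). Il13 fell by 3.32, and its call was lost without Hivep3-/- replicate 1 (-3.15) or replicate 2 (-3.54). Cd247, the CD3 zeta chain gene, rose by 1.49 and lost its call without Hivep3-/- replicate 2 (1.47). Ctla2a, Trib2, Ms4a4b and Ccr8 rose by 1.68, 1.60, 1.49 and 1.31, and none was called without Hivep3-/- replicate 1 (1.39, 1.44, 1.45 and 1.33) or without Hivep3-/- replicate 2 (1.91, 1.72, 1.5 and 1.27). In addition, no correction between libraries took the call from Ctla2a (1.67), Trib2 (1.61) and Ccr8 (1.34), resolution 1.2 from Trib2 (1.56), and removal of the highest doublet scores from Trib2 (1.61) and Ccr8 (1.29).

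In iNKT17-like cells Cd247 rose from 245 ± 35.5 to 581 ± 39.3 CPM (1.24, SE 0.17, adjusted p 0.0201 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5830411N06Rik from 90.3 ± 1.2 to 326 ± 29.4 CPM (1.85, SE 0.176, adjusted p 0.00266). Pcsk1 fell from 55.2 ± 6.21 to 9.82 ± 0.179 CPM (-2.48, SE 0.3, adjusted p 0.0113). Vax2 fell by 2.55 on the log2 scale and the T cell receptor segment Trbv17 rose by 4.20, from 10 and 0 UMIs in C57BL/6 replicates 1 and 2 to 84 and 96 in Hivep3-/-, and DESeq2 called neither (-2.57 and 4.34).

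In iNKT1-like cells Drosha fell from 79.1 ± 7.69 to 9.22 ± 1.63 CPM (-3.09, SE 0.183, adjusted p 0.00127 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Lmo4 from 54.7 ± 1.27 to 17.7 ± 1.24 CPM (-1.62, SE 0.146, adjusted p 0.00341) and Il4 from 64.8 ± 1.89 to 22.8 ± 3.36 CPM (-1.51, SE 0.159, adjusted p 0.00707). Klra9, a gene with near-identical neighbours, fell by 1.5 on the log2 scale. Ckb fell by 1.73 on the log2 scale and was not called in cluster 0 alone (-1.22). 5830411N06Rik rose from 15.8 ± 2.09 to 65.6 ± 8.07 CPM (2.06, SE 0.173, adjusted p 0.00279). Hspa1b, whose reads can be shared with Hspa1a, rose by 2.12 with an adjusted p of 0.0497, and RLE scaling (2.12), the absence of C57BL/6 replicate 2 (1.84), resolution 0.4 (2.21), no correction between libraries (2.21), the other cell filter (2.08) and removal of the highest doublet scores (2.16) each took it past the threshold.

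Of the 26 genes the study names as differing between genotypes, 5 of the 25 tested in stage 0-like cells were called, all lower, and 17 when adjusted over the list alone. The numbers called were 17 of 26 in cycling-like cells (20 adjusted over the list alone), 7 of 26 in iNKT2-like cells (15), 1 of 21 in iNKT17-like cells (2) and 7 of 26 in iNKT1-like cells (17). The study chose this list on these samples, so the counts adjusted over the list alone are not independent evidence. Zbtb16, which encodes the transcription factor PLZF, fell in stage 0-like cells from 197 ± 22.6 to 65.1 ± 0.380 CPM (-1.61, SE 0.168, adjusted p 0.00248 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Plac8 from 151 ± 28.7 to 57.7 ± 2.41 CPM (-1.41, SE 0.185, adjusted p 0.0109). Zbtb16 was not called in the other 4 classes. Its log2 difference was -0.65 in cycling-like, -0.48 in iNKT17-like and -0.70 in iNKT1-like cells. In iNKT2-like cells it was -0.23, and the libraries overlapped. Drosha was called lower in 4 of the 5 classes, and in iNKT17-like cells it was lower without being called (-1.02, SE 0.424, adjusted p 0.864). In cycling-like cells Icos (log2 -2.26), Il4 (-2.24), Cd4 (-1.78), and Bcl2a1d and Bcl2a1b (-2.39 and -2.16), which share reads with their copies, were lower; Bcl2a1b lost its call at resolution 1.2 (-0.71). Klra1, of a family with near-identical members, rose by 2.49 in cycling-like and 1.33 in iNKT1-like cells. Cd247 rose by 0.96 in iNKT1-like cells but was not called there without C57BL/6 replicate 1 (0.95) or replicate 2 (0.98). Dusp1 was not called in any class, and its difference in stage 0-like cells (-1.06, SE 0.387, adjusted p 0.468) came with libraries that overlapped. In stage 0-like cells Hdac7 (1.5, SE 0.279), Cd247 (1.0, SE 0.191) and Ikzf3 (1.01, SE 0.222) were higher in both Hivep3-/- libraries than in both C57BL/6 libraries, with adjusted p of 0.0755, 0.0828 and 0.118 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and of 0.000956, 0.00107 and 0.0024 adjusted over the list alone. Egr1, Egr2 and Nr4a1, whose libraries overlapped, were 0.57, 0.62 and 1.32 higher in stage 0-like cells with adjusted p of 0.710, 0.769 and 0.457.

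**Figure D3:**
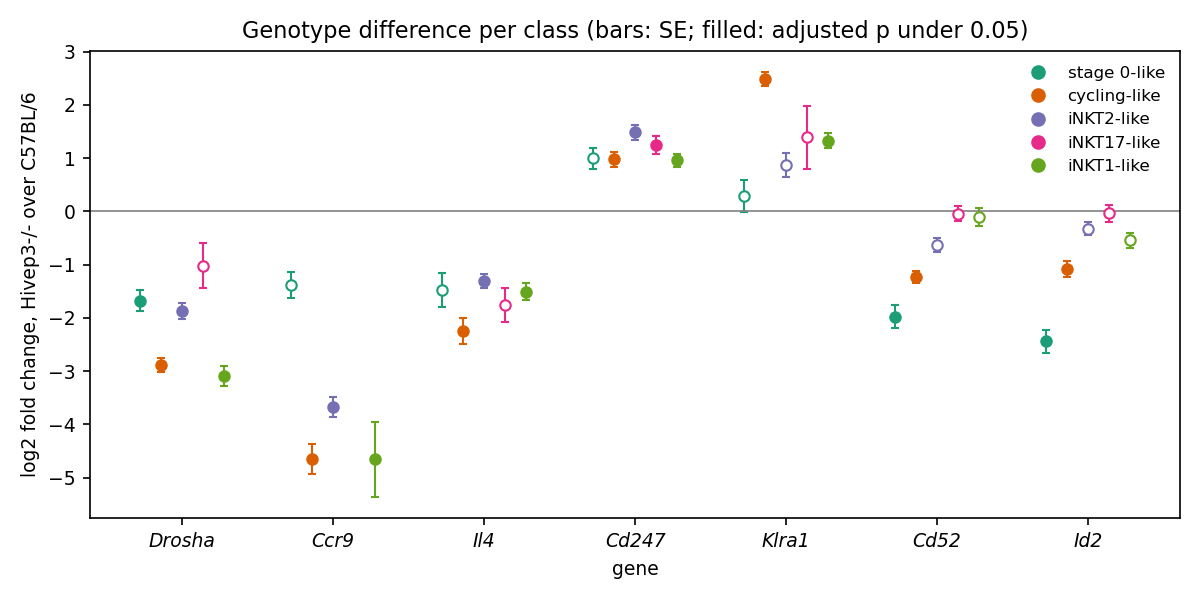
Log2 fold change, Hivep3-/- over C57BL/6, of 7 genes the study names, in each class where they were tested; bars are SE and filled points have an adjusted p under 0.05. Drosha, Ccr9 and Il4 lie below 0 in each class shown, Cd247 above 0, and Cd52 and Id2 are lowest in stage 0-like cells.

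To ask whether the genotype difference itself differed between early and mature cells, it was compared between stage 0-like and iNKT1-like cells. Of 10855 genes, 321 were called by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 158 with a higher and 163 with a lower difference in stage 0-like cells. DESeq2 moved this count most, to 112 (36 higher and 76 lower), and without C57BL/6 replicate 1 it was 182. The even split did not hold at resolution 1.2, with 127 higher and 317 lower of 444, or with RLE scaling, with 142 and 209. Among the genes of smallest p were Cd52, Fcer1g, Id2 and S100a6. Cd52 differed by -1.98 in stage 0-like and -0.10 in iNKT1-like cells, a gap of -1.88 (SE 0.143, adjusted p 1.86e-09). For Id2 the differences were -2.44 and -0.54 (gap -1.89, SE 0.159, adjusted p 7.05e-09), and for Fcer1g, a marker of late iNKT1-like cells, -1.92 and 0.83 (gap -2.77, SE 0.222, adjusted p 3.29e-09). The gap of Fcer1g was -2.09 without C57BL/6 replicate 1, -3.13 without C57BL/6 replicate 2 and -1.46 at resolution 1.2. That of Id2 was -2.04 and -1.79 without these libraries in turn. S100a6 had a gap of -3.19 (SE 0.316, adjusted p 1.72e-07), and without C57BL/6 replicate 1 it was -2.08 and not called.

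**Figure D4:**
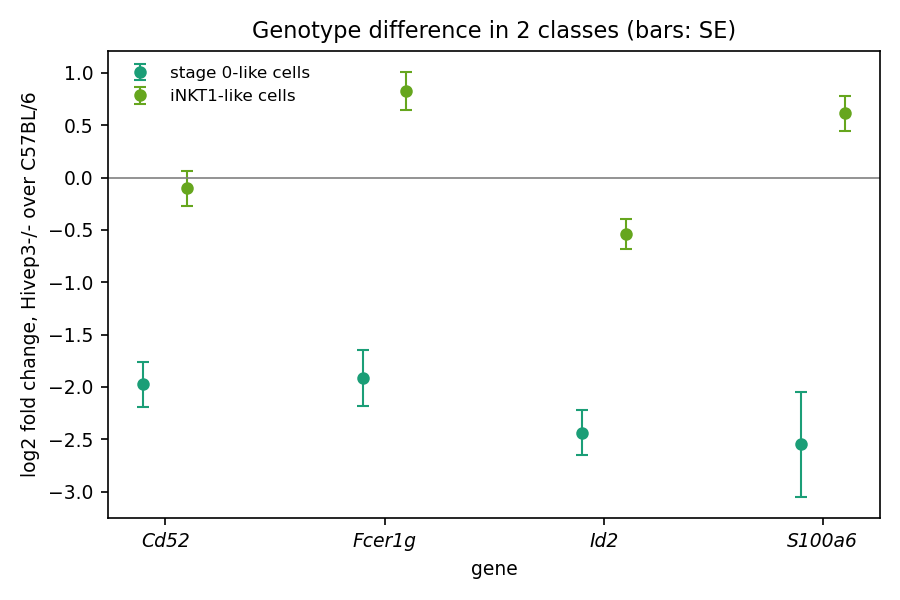
Log2 fold change, Hivep3-/- over C57BL/6, of 4 genes among those of smallest interaction p in stage 0-like and iNKT1-like cells, with SE as bars. Each gene lies lower in stage 0-like cells, and Fcer1g and S100a6 lie on opposite sides of 0 in the 2 classes.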

Values the study reported

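The study kept 10,506 C57BL/6 cells after quality control. It gave an average of 1956 genes and 6617 UMI for these cells. It assigned 565 of the C57BL/6 cells to stage 0. Between genotypes, it found 65 genes that differed in stage 0 cells.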

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

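The test of sex and the setting with iNKT1-like cells from cluster 0 alone were chosen only after the result was seen.

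A test of the difference itself drew attention to the genes whose genotype difference was not the same in stage 0-like and iNKT1-like cells. The interaction term called 321 of 10855 genes, and 1435 had an unadjusted p under 0.05. Among its genes of smallest p were Cd52 (gap -1.88), Fcer1g (-2.77), Id2 (-1.89) and S100a6 (-3.19), each lower in stage 0-like than in iNKT1-like cells relative to the other genotype. Without C57BL/6 replicate 1 the gaps of Cd52 and Fcer1g were smaller (-1.43 and -2.09), and that of Id2 was -2.04. The gap of S100a6 was not called without C57BL/6 replicate 1 (-2.08), and the number called was 182 without that library.

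Several technical explanations were set against this pattern. Thinning every sum to 684318 UMIs left 124 genes called, of which 107 were among the 321, so the number called depends on depth, and it was lower than the count expected before the test if depth had played no part. That 107 genes were called with equal sums argues against unequal depth as the whole source, and for the other genes it stays open. Without C57BL/6 replicate 1, the library that carries Xist, all remaining libraries carry Y transcripts; 147 of the 321 genes were called again, which argues against sex as the whole source. A contribution of sex to the genes not called again stays open. With iNKT1-like cells from cluster 0 alone, 172 of the 321 genes were called again and the median ratio to the first gap was 0.976, which argues against the mix of iNKT1-like clusters as the whole source. The stage 0-like side of the gap is the same in both fits, and for the genes not called again the mix stays open.

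RNA from other cells in the droplets of stage 0-like cells cannot be told apart from a change within them. The 7 markers of iNKT1-like cells tested in that class had a median difference of -1.07, with 5 lower in Hivep3-/- and none called, against a mean of -2.21 for Id2 and Cd52. A smaller load of RNA from mature cells in the Hivep3-/- libraries would give such falls. However, iNKT1-like cells held 10324182 and 9545373 UMIs in C57BL/6 and 19115589 and 13058527 in Hivep3-/-. Their RNA was thus not scarcer in Hivep3-/-, which argues against a smaller supply from these cells. Within them Fcer1g (0.83) and S100a6 (0.61) were higher in Hivep3-/-, and Id2 (-0.54) and Cd52 (-0.10) lower. The amount that entered the droplets was not measured. Among the 4 late iNKT1-like markers tested, Fcer1g (-1.92, called) and S100a6 (-2.55, not called) were lower by about as much as the 2 genes, while Ly6c2 (-0.69) and Ccl5 (0.65) were not. Some markers thus moved with the 2 genes and others did not, which keeps this open.

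Double positive thymocytes within the stage 0-like class cannot be told apart either. The 3 markers tested had a median difference of 0.96, beyond the largest median ratio between libraries of 1 genotype (0.52), but Cd8a (1.08) and Cd8b1 (0.96) were higher and Arpp21 (-1.23) lower, and none was called. A change in the cells themselves in the absence of Hivep3 also stays open, and was not tested apart from these explanations.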

How the results depend on the processing

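The settings with cluster 4 added, cluster 0 alone, the highest doublet scores removed, cluster 8 left out and the double positive thymocyte-like and B cell-like classes added were chosen only after the data were seen. Removal of the doublets marked by Scrublet's automatic threshold was planned and was not run, since it marked almost no cells.

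Of the 612 calls in the 5 classes, from 596 (no correction between libraries) to 612 kept their direction under each alternative that recomputed all classes, and from 214 (resolution 1.2) to 612 were called again; with X and Y genes left out, 601 are counted because genes were dropped. For the single genes and the shares of clusters 4 and 8, 75 results in all, 1070 values under alternatives were computed, of which 993 kept direction and side of the threshold, 75 kept direction but were no longer called, 1 was newly past it (the share of cluster 4 in an edgeR test on cell numbers) and 1 reversed. The reversal was Tyrobp in iNKT1-like cells, which was -0.34 in cluster 0 alone; it leads cluster 2, which that setting leaves out. Hivep3 in cycling-like cells was not called at resolution 1.2 (0.99).

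The counts of called genes moved most. With no low-count filter they were 197 in stage 0-like, 1132 in cycling-like, 392 in iNKT2-like, 94 in iNKT17-like and 473 in iNKT1-like cells, in place of 19, 453, 49, 5 and 86. DESeq2 gave 83, 8 and 153 in iNKT2-like, iNKT17-like and iNKT1-like cells. Resolution 0.4 gave 31 in stage 0-like and 8 in iNKT17-like cells, and resolution 1.2 gave 72 in stage 0-like, 81 in cycling-like and 8 in iNKT17-like cells. Removal of the highest doublet scores gave 45 in stage 0-like and 28 in iNKT2-like cells, the other cell filter 11 in stage 0-like and 751 in cycling-like cells, no correction between libraries 25 in iNKT2-like cells, and cluster 0 alone 40 in place of 86 in iNKT1-like cells, of which 32 were shared. The cause was not tested.

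Leaving out 1 library gave 48 to 289 genes in stage 0-like, 278 to 532 in cycling-like, 9 to 180 in iNKT2-like, 28 to 102 in iNKT17-like and 60 to 177 in iNKT1-like cells. In stage 0-like cells the values were 51 and 48 without C57BL/6 replicates 1 and 2 and 90 and 289 without Hivep3-/- replicates 1 and 2, in iNKT2-like cells 78, 180, 9 and 9, and in iNKT17-like cells 49, 77, 28 and 102. Cycling-like cells gave 278 without C57BL/6 replicate 1, and iNKT1-like cells 177 without Hivep3-/- replicate 2. With 1 library in a genotype the spread rests on the other genotype alone.

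For the interaction the count of 321 was 112 with DESeq2 (107 shared), 180 with iNKT1-like cells from cluster 0 alone (172 shared) and 182 to 354 with 1 library left out, the lowest without C57BL/6 replicate 1. Hivep3 over all cells (1.08) was called with DESeq2 (1.06), with no low-count filter (1.08) and without Hivep3-/- replicate 2 (1.28), and ranged from 0.79 to 1.28 with 1 library left out. Hivep3 in stage 0-like against the other classes ranged from 2.99 to 3.36 under the other alternatives and was 3.19 and 3.60 in single C57BL/6 libraries.

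No share of cells changed direction. With 1 library left out the differences in percentage points were 3.95 to 5.61 for stage 0-like, -9.87 to -4.45 for cycling-like, -11.3 to -2.28 for iNKT2-like, -0.483 to -0.0748 for iNKT17-like and 3.98 to 17.4 for iNKT1-like cells, 20.2 to 25.4 for the stage 0-like share among early classes, 14.8 to 19.8 for the late share and -8.82 to -0.591 for S or G2/M phase. The lowest iNKT1-like and the smallest cycling-like, iNKT2-like and phase differences were those without C57BL/6 replicate 1. An edgeR test on cell numbers can give a p below the 0.333 of the exact permutation test, and passed 0.05 for stage 0-like cells (log2 ratio 1.14), their share among early classes (1.61) and the late share (1.06).

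With the replicate number as a block, the counts were 704 in cycling-like, 254 in iNKT2-like (112 higher and 142 lower) and 35 in iNKT17-like cells, Hivep3 over all cells was called (1.06), and in the edgeR test on cell numbers the log2 ratios of the early and late shares were 1.64 and 1.06, with p under 0.05, while the stage 0-like share (1.17) and that of cluster 4 (-0.98) did not pass 0.05. The deviations of libraries that share a number had correlations of 0.103 to 0.187 over the classes, with only 2 pairs, so the labels do not show that the numbers pair the mice.

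Depth differed widely between the gene tests. The sums per library and class ranged from 684318 UMIs in stage 0-like cells of C57BL/6 replicate 2 to 19115589 in iNKT1-like cells of Hivep3-/- replicate 1. Thinning every sum to 684318 UMIs lowered the interaction calls from 321 to 124, so depth limits that test. In simulated sums 68.7% of the changed genes were recovered in stage 0-like and 76.9% in iNKT1-like cells. Over all cells, where the sums were largest, 63.8% were recovered, so recovery did not follow depth alone.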

Other observations

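The tests of the natural killer gene complex, of the sex of animals and of cluster 8 without the called genes were chosen only after the result was seen, as were the settings with cluster 0 alone and with the highest doublet scores removed.

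In stage 0-like cells 19 genes were called here. That is lower than the value quoted from the study above. Here libraries were compared and not cells, and the class was rebuilt. The thresholds given in the methods of the study kept 10882 C57BL/6 cells here, more than the number quoted from the study above. What accounts for this was not tested.

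C57BL/6 replicate 1 had 14609 UMIs of Xist and 0 of the 4 Y genes, and C57BL/6 replicate 2 had 4 UMIs of Xist and 4120 of the Y genes. A candidate explanation is that replicate 1 came from a female and replicate 2 from a male mouse. The study calls the C57BL/6 mice of this experiment female in its results. The Y transcripts of replicate 2 argue against that description for this library, while the Xist of replicate 1 goes with it. The methods of the study write of mice of both sexes, so these transcripts do not tell whether replicate 2 was mislabelled. Both Hivep3-/- libraries had Y transcripts (3568 and 4879 UMIs) and little Xist (25 and 3 UMIs). Sex-linked transcripts are thus not balanced between the 2 genotypes. With 1 library carrying Xist, an effect of sex on other genes was not separated from that library.

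Dusp1 differed between libraries of 1 genotype about as much as between genotypes, by 1.88 on the log2 scale for C57BL/6 replicate 1 over replicate 2 and by 2.0 for Hivep3-/- replicate 2 over replicate 1 in iNKT1-like cells. All 16 other immediate-early genes tested were higher in C57BL/6 replicate 1 than in replicate 2, with a median of 1.19 against 0.000296 for all genes. A stress response during preparation may account for this. The 2 C57BL/6 libraries also differ in sex-linked transcripts, so a difference in sex stays open and was not tested. In the Hivep3-/- libraries, which both carry Y transcripts, the median was 0.69 for replicate 2 over replicate 1.

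Of 20 Klr genes tested on chromosome 6 (122270596 to 130386874), most of them in the natural killer gene complex, 9 were called in at least 1 class. That is 45% against 4.57% of the other genes (Fisher p 9.94e-08), with 7 higher and 2 lower in Hivep3-/-. The Fisher test takes genes as independent, which genes that share reads are not. Another haplotype of the complex or reads shared among its near-identical genes cannot be told apart from a change in expression, since counts per gene hold no sequence. This may bear on Klra1, Klra5, Klra9 and Klrb1a. A different mix of cells within classes stays open as well. Klra7, 1 of the 9, is among the genes that lead cluster 2, and Klrb1a leads cluster 8. Cluster 2 held 15.6% of iNKT1-like cells in C57BL/6 and 31.1% in Hivep3-/-.

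Genes near Hivep3 were not called more often than others. Within 20 Mb, 9 of 304 genes other than Hivep3 itself were called (2.96%), against 4.68% elsewhere (Fisher p 0.211). Variants carried along with the targeted allele cannot be told apart from an effect of Hivep3, since the share is within chance of that elsewhere and such variants can act on few genes; Cd52, Id3 and Runx3 are among the genes called there. Around Drosha (chromosome 15, 12824815 to 12935291), 1 of 42 genes was called (2.38%, Il7r), against 4.64% elsewhere (Fisher p 1). With so few genes a strain segment there cannot be told apart from a change of Drosha alone.

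Cluster 8 was larger in Hivep3-/-. High doublet scores were found in 20.8% of its cells, with 41.1% and 47.2% in the C57BL/6 and 15.5% and 12% in the Hivep3-/- libraries. With those removed it held 1.63% and 0.548% of the C57BL/6 libraries and 5.38% and 8.34% of the Hivep3-/- libraries, which argues against doublets as the source of the difference. Clustered without the called genes, its 879 cells spread over iNKT2-like (373), stage 0-like (237), cycling-like (194) and iNKT1-like (75) cells. The largest part, 42.4%, fell into the iNKT2-like cluster, and the cluster with the best overlap, a stage 0-like one, held 26.8%. The genes left out include Tnni1, Klrb1a and Htra3, which lead the cluster, so a separate kind of cell would disperse as well. A separate kind of cell and genes that differ between genotypes within other classes cannot be told apart.

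In cycling-like cells 354 of the 453 called genes (78.1%) differed between genotypes in the direction in which cluster 8 differs from cluster 1 among C57BL/6 cells, against 57.5% of all genes tested. For Ccr9, Drosha and Il13, which fell in Hivep3-/- (-4.65, -2.89 and -3.90), cluster 8 was the higher of the 2 clusters (0.85, 0.23 and 0.04). These values come from the summed counts of both C57BL/6 libraries, with no SE, and from 190 and 36 cells of cluster 8, of which 41.1% and 47.2% had high doublet scores, so whether the mix contributes to these falls stays open. The size of that difference was, over the called genes, a median of 0.241 of the genotype difference. A different mix of cell states among cycling cells cannot be told apart from a change within them, since the directions match more often than by chance and the sizes fall short. In iNKT1-like cells, 74 of 75 called genes tested in cluster 0 alone kept their direction, with a median ratio of 0.95, which argues against the mix of clusters for the set; 7 genes had a ratio under 0.5. A change within the cells stays open for both classes as a hypothesis.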
